A study of Mus musculus with 11 samples.

How the data were processed

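CUT&RUN was performed by the authors on TrkC-expressing neurons of the dorsal root ganglia (DRG) of mouse embryos at E12.5. Per the labels, the cells were sorted for green fluorescent protein from embryos carrying a bacterial artificial chromosome (BAC) with the Runx3 locus. In CUT&RUN an antibody directs micrococcal nuclease to its target in permeabilized cells, and the released DNA fragments are sequenced. Per the labels, there were 11 libraries, namely 3 with anti-Runx3, 4 with anti-Brn3a, 3 with an antibody against histone H3 acetylated on lysine 27 (H3K27Ac) and 1 with normal rabbit serum.

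The submitters' processing notes name cutadapt, Bowtie and MACS2 and the genome builds GRCm38 and mm10, 2 names of 1 assembly. Tool versions, peak-calling settings and the use of the serum library as control were not given in the sources used here. The authors deposited 1 consensus list of peak positions per antibody, in base pairs, and per the file headers a peak was kept when it was found in at least 2 of the 3 Runx3 libraries or in at least 2 of the 4 Brn3a libraries. The deposited lists hold no score, height or p-value per peak and no value per replicate. The authors' deposited table for Runx3 also gives, per peak, a whole number of RUNX binding sites (RBS), and the authors' deposited table for Brn3a gives the presence or absence of a Brn-family motif (V$BRNF). The RBS number equalled the number of TGYGGY words on either strand in 25885 of 25885 peaks, where Y is C or T. The table deposited for H3K27Ac held the same 25885 positions as the Runx3 table, so it was not used here, and the planned comparison of acetylated and non-acetylated regions was not run. No list of the serum library was analysed here. The read depth behind the lists is unknown.

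Replicates had been pooled before deposition. Intervals and tests therefore cover the counting of peaks or genes and not the spread between libraries. The merging of replicates keeps reproducible peaks of any height, and a list from 4 libraries can keep more peaks than a list from 3, so that the numbers of peaks of the lists were described and not tested. Gene lists, tests, alternatives and the rule for named genes were written before the data were examined.

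Positions were compared with the GRCm38 genome sequence and gene annotation in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the plots were drawn with matplotlib 3.10.9. The 2 Runx3-list peaks on the mitochondrial genome were left out of all tests. Each peak was assigned by its centre to a promoter (within 1000 bp of a transcription start site (TSS) of a protein-coding transcript), coding exon, untranslated region (UTR), other exon, intron or intergenic DNA, and peaks outside promoters are called distal. Shares are given with Wilson 95% intervals. The promoter shares of the lists were compared by Fisher's exact test, two-sided. Peaks of the lists were called co-bound when they shared at least 1 bp. The number of co-bound Runx3-list peaks was compared with 1000 redraws of the Runx3-list peaks at uniform positions on their own chromosomes (one-sided, smallest possible p 0.001).

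Motif content was the share of peaks with at least 1 TGYGGT (RUNX) or TTAATGA (Brn3) on either strand, compared by Fisher's exact test with sequences of the same width centred 2000 bp to each side that touched no peak of the list. All words of 6 bases were counted in the same way. Words of the same composition in other orders served as scrambled words.

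Of 16 gene lists, 1 listed symbol, Tle5, was not matched to the annotation. For promoters, the share of a list's genes with a promoter peak was compared with the other protein-coding genes by Fisher's exact test. For distal peaks, each of 21911 protein-coding genes was given a regulatory domain of 5000 bp upstream and 1000 bp downstream of its TSS, extended to the neighbouring genes' domains and by at most 1000000 bp. The peaks in the domains of a list were compared with 10000 random lists of the same number of genes matched on domain length in 20 bins (two-sided, smallest possible p 0.0002). A peak can lie in the domains of neighbouring genes and is then counted for each. Random lists were not matched on whether genes lie side by side, so permutation p-values of clustered genes can be too small. The p-values were adjusted by the Benjamini-Hochberg method over lists of genes and lists of peaks, with a threshold of 0.05. In the text an exact p is from Fisher's exact test, and a permutation p from redrawn positions, random lists of genes or scrambled words.

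The text names every member of the lists of RUNX family and cofactors, sensory neuron transcription factors, proprioceptor genes and low-threshold mechanoreceptor genes that it needs, of other lists the 3 genes with most Runx3-list and the 3 with most Brn3a-list peaks, and over all genes the 10 with most peaks of each list and the 10 with most co-bound regions. Genes named outside this rule are said to have been chosen after their values were seen. Coordinates are given for the co-bound region nearest the TSS of 7 chosen genes and for the widest peaks.

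The tests were checked on simulated data. None of 40 unrelated sets of positions passed the overlap test, and where 9.97% of positions were placed on the other list, 9.91% were found above chance. The unrelated sets came from the same uniform redraw as the chance positions, so this check cannot test that chance model. The distal test called 6 of 100 unchanged lists and 96 of 100 lists with doubled peaks. Its simulated peaks were uniformly redrawn and lacked the clustering of real peaks. The promoter test called 13 of 200 unchanged lists and 191 of 200 raised lists at a base rate of 36%. At a second rate of 40%, run after the first, it called 7 and 184 of 200.

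Alternatives changed the promoter window, the TSSs, the overlap rule, the chance model, the words, the flanks, the assignment of peaks to genes and the peaks used. Since the lists hold no scores, the stricter list was that of the wider peaks. Chosen after the data were seen were the exclusion of a dense block of peaks around the Runx3 gene, the word TGYGGY, the test of the difference between the lists of peaks, the words in distal peaks alone, the gene families taken from symbols and the rule for the edges of the block.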

Results

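The genomic occupancy of Runx3 and Brn3a was mapped by CUT&RUN in TrkC neurons of E12.5 DRG. These neurons become proprioceptors, the sensory neurons that report muscle stretch. Runx3 is the RUNX-family transcription factor (TF) on which they depend, and Brn3a, the product of Pou4f1, is a POU-homeodomain TF of most sensory neurons. The Runx3 list, drawn from 3 libraries, held 25885 peaks with a median width of 176 bp (quartiles 120 and 256 bp). The Brn3a list, drawn from 4 libraries, held 32887 peaks with a median width of 171 bp (quartiles 120 and 247 bp). Together the nuclear peaks covered 5239 kb and 6529 kb of the GRCm38 genome. The lists shared 17 identical positions.

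The first comparison asked where in the genome each factor was found. Runx3-list peaks lay in promoters more often than Brn3a-list peaks, which lay more often in introns and intergenic DNA. Promoters held 8514 of 25883 nuclear Runx3-list peaks, or 32.9% (95% interval 32.3% to 33.5%), and 4703 of 32887 Brn3a-list peaks, or 14.3% (13.9% to 14.7%). At redrawn positions these shares were 2.61% and 2.53%. The odds of a promoter position were 2.94 times higher in the Runx3 list (95% interval 2.82 to 3.06, Fisher's exact test). Introns held 30.6% of Runx3-list and 39.3% of Brn3a-list peaks (odds ratio 0.680, exact p = 1.66e-107), and intergenic DNA held 33.7% and 42.8% (odds ratio 0.680, p = 1.06e-111). The median distance to the nearest TSS was 12.3 kb for Runx3 and 37.5 kb for Brn3a.

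**Figure D1:**
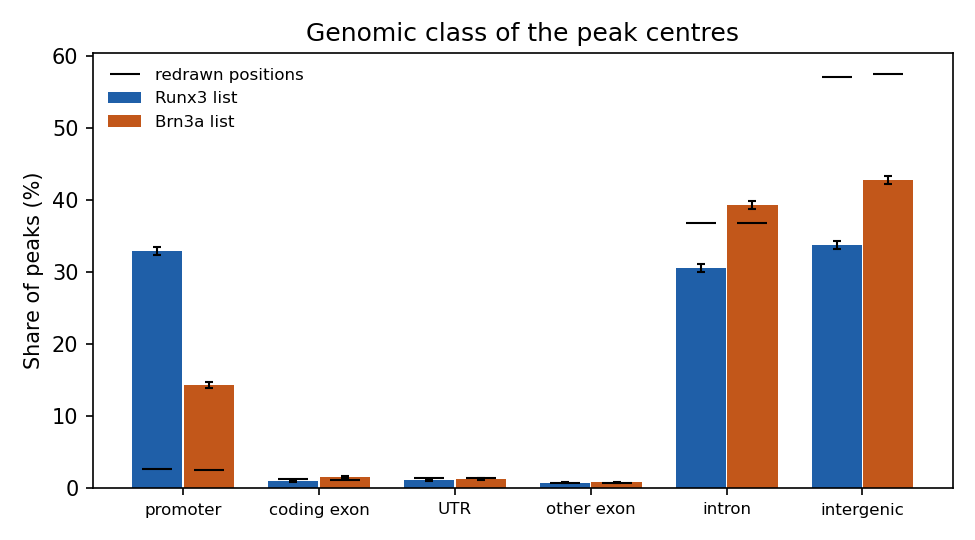
Share of the peaks of each list (percent, y axis) by the genomic class of the peak centre (x axis), with Wilson 95% intervals as error bars and the share at redrawn positions as black lines. Promoters held 32.9% of Runx3-list and 14.3% of Brn3a-list peaks.

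Promoters with a peak of each factor were then compared by gene. Of 21911 protein-coding genes, 7895 (36.0%) had a Runx3-list peak in a promoter and 4518 (20.6%) a Brn3a-list peak. Both factors were found at 3220 genes, which was 71.3% of those with a Brn3a-list promoter peak, where 1628 were expected for independent lists (odds ratio 6.75). Brn3a without Runx3 was found at the promoters of 1298 genes. Etv1, an ETS-family TF of proprioceptors, had promoter peaks of both factors, Isl1, a LIM-homeodomain TF, of Runx3 alone, and Pou4f1 of Brn3a alone. Ntrk3, which encodes TrkC, had neither.

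The next comparison asked whether both factors occupied the same regions. Shared regions lay at promoters and at distal sites, and among the genes with most of them were Auts2 with 27 co-bound regions, Zfp608 with 25 and Tle3, a Groucho-family corepressor that RUNX proteins recruit, with 24. Long domains hold more regions, and theirs measured 2000 kb at Auts2 and Zfp608 and 1118 kb at Tle3. No expected number of co-bound regions per gene was computed. Of the Runx3-list peaks, 8453 (32.7%, 95% interval 32.1% to 33.2%) were co-bound, and of the Brn3a-list peaks 8417 (25.6%, 25.1% to 26.1%). On average 140.5 and at most 176 redrawn Runx3-list peaks touched a Brn3a-list peak, so the observed number was 60.2 times the chance value (permutation p = 0.001, the smallest that 1000 redraws can give). Co-binding took in 58.0% of Brn3a-list peaks at promoters and 20.2% of those at distal sites (odds ratio 5.46, 95% interval 5.11 to 5.82). For the Runx3 list these shares were 31.9% and 33.0% (odds ratio 0.951, 0.899 to 1.00, exact p = 0.0733). Co-bound peaks were wider than the others, with medians of 223 against 156 bp in the Runx3 list and 234 against 154 bp in the Brn3a list. The multiple of chance depended on the chance model and on the peaks used. It was 24.5 when positions were redrawn within promoters or distal DNA and 30.5 when the Runx3 list was moved by 10 kb. For the wider peaks of each list it was 92.0. Promoter peaks redrawn within promoters gave 10.3, and distal peaks redrawn within distal DNA gave 70.6. The multiple of chance was thus lower at promoters than at distal sites, although the co-bound share of Brn3a-list peaks was higher at promoters.

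Co-bound regions were looked up at 7 chosen genes. At Runx3, on chromosome 4, the region nearest the TSS spanned 135119843 to 135120901, within the promoter and 280 bp upstream, with 5 TGYGGT words and 1 TTAATGA, in the dense block described below. At Etv1 it spanned 38780217 to 38780338 on chromosome 12, in the 5′ UTR and 897 bp downstream of the TSS, with no word of either factor. At Ntrk3 it spanned 78653927 to 78654017 on chromosome 7, in an intron 84040 bp from the TSS. At Ntrk2, which encodes TrkB of low-threshold mechanoreceptors, it spanned 58845461 to 58845775 on chromosome 13, in an intron 39049 bp from the TSS, with 4 TGYGGT words. At Piezo2, which encodes the stretch-activated channel of proprioceptors, it spanned 63262240 to 63262776 on chromosome 18, in an intron 124675 bp from the TSS, with 1 word of each factor. The regions nearest Pou4f1 (chromosome 14, 104460856 to 104460943) and Isl1 (chromosome 13, 116495626 to 116495928) were intergenic, 7100 bp downstream and 186088 bp upstream of the TSS. The widest nuclear peak of the Runx3 list spanned 1975 bp on chromosome 9 (124422478 to 124424452), in the 5′ UTR of Ppp2r3d. It was followed by an intronic peak of Myo3a of 1396 bp and by promoter peaks of Gsk3b (1212 bp) and Vps26c (1185 bp). The 4 widest Brn3a-list peaks all lay in the dense block near Runx3, from 135025564 to 135120791 on chromosome 4, and measured 1382 to 1740 bp.

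The sequence under the peaks was compared with flanking DNA to ask whether each factor's own site was present. The RUNX word TGYGGT marked the distal Runx3-list peaks and the Brn3 word TTAATGA the distal Brn3a-list peaks, and both were less frequent at promoters. TGYGGT was found in 44.2% of Runx3-list peaks and 16.6% of flanks (ratio 2.67, 95% interval 2.60 to 2.73). The ratio was 3.28 at distal peaks, where 51.4% held the word, and 1.60 at promoters, where 29.5% did (exact p = 7.9e-87). At co-bound promoters the ratio was 1.03 (0.944 to 1.13, exact p = 0.508). TTAATGA was found in 9.41% of Brn3a-list peaks and 3.37% of flanks (ratio 2.79, 2.65 to 2.95, exact p = 3.52e-318), with a ratio of 3.09 at distal peaks and 0.816 at promoters (0.660 to 1.01, p = 0.0613). Among words of 6 bases, ACCGCA, the reverse strand of a RUNX site, led the distal Runx3-list peaks (7.04 times the flanks), and ATTAAT led the distal Brn3a-list peaks (3.20 times). Over all peaks, words with CpG led both lists, with CCGCGG 19.2 times the flanks for Runx3 and CGCGCC 9.24 times for Brn3a.

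Each factor's word was also counted in the other factor's list. In 200 bp around the centre, TGYGGT was present in 32.5% of distal Brn3a-list peaks that were co-bound and in 15.1% of the others (odds ratio 2.71, adjusted exact p = 2.59e-179). TTAATGA was present in 7.62% of distal Runx3-list peaks that were co-bound and in 3.19% of the others (odds ratio 2.50, adjusted exact p = 5.07e-36). Conversely, co-bound distal Runx3-list peaks had TGYGGT less often, in 37.6% against 58.2% (odds ratio 0.431, adjusted exact p = 2.54e-145). For Brn3a the measures disagreed, with TTAATGA in 8.33% of co-bound distal peaks against 10.6% of the others (odds ratio 0.765, adjusted exact p = 2.84e-07), but in 10.9% against 10.5% over whole peaks, and the V$BRNF motif of the authors' deposited table in 63.0% against 59.4% (odds ratio 1.16, p = 1.14e-06). Over whole lists the other factor's word differed little from the flanks, at a ratio of 1.07 for TTAATGA in the Runx3 list (exact p = 0.0947) and 1.15 for TGYGGT in the Brn3a list (p = 4.4e-20). In the authors' deposited table, RBS words were present in 53.1% of promoter and 65.3% of distal Runx3 peaks (odds ratio 0.603, p = 2.62e-78). In the authors' deposited table for Brn3a, the V$BRNF motif was present in 18.8% of promoter and 60.1% of distal peaks (odds ratio 0.154). The other factor's word went opposite ways at promoters and distal peaks, with ratios of 0.252 and 1.52 for TTAATGA in the Runx3 list and 0.712 and 1.23 for TGYGGT in the Brn3a list. Against scrambled words of the same composition, the ratio of TGYGGT in the Brn3a list no longer stood apart (permutation p = 0.1) and that of TTAATGA in the Runx3 list did (p = 0.0214).

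Gene lists written beforehand were used to ask which kinds of promoters held peaks. Runx3-list peaks were frequent at promoters of housekeeping and proliferation genes, and Brn3a-list peaks at promoters of sensory neuron TFs. With Fisher's exact test and Benjamini-Hochberg adjustment, 6 of 16 lists passed for Runx3, 4 above and 2 below the other genes, and 2 passed for Brn3a, both above. Among sensory neuron TFs, 23 of 33 genes had a Brn3a-list promoter peak, 69.7% against 20.5% of other genes (odds ratio 8.89, adjusted exact p = 5.38e-08), and 20 of 33 a Runx3-list peak (odds ratio 2.74, adjusted p = 0.0222). Ebf1, Sox11, Klf7, Neurod1 and Neurog2 had promoter peaks of both factors, Pou4f1, Pou4f3 and Insm1 of Brn3a alone, and Isl1, Tlx3 and Onecut2 of Runx3 alone. Runx3-list peaks were found at 28 of 35 mitochondrial respiration genes (odds ratio 7.12, adjusted exact p = 2.05e-06), among them Sdhb and Ndufa4. They were also found at 30 of 41 translation genes (odds ratio 4.86, adjusted exact p = 1.79e-05), among them Rpl14 and Eif4e, and at 25 of 34 cell cycle genes (odds ratio 4.94, adjusted p = 0.000116), among them Mki67 and Brca1. For Brn3a the same 3 lists did not pass, with 13 of 35, 12 of 41 and 9 of 34 genes (adjusted exact p = 0.0609, 0.257 and 0.454); the difference between the factors was not tested for promoters.

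Immune genes and muscle and liver genes had few Runx3-list promoter peaks. Of 37 immune genes, 3 had a Runx3-list promoter peak (odds ratio 0.156, adjusted exact p = 0.00129) and 2 a Brn3a-list peak (adjusted p = 0.0609). The immune genes with a peak, named after their values were seen, were Il2rb, Rac2 and Zbtb7b for Runx3 and C1qb and Rac2 for Brn3a. Of 20 muscle and liver genes, 1 had a promoter peak of either factor, Hnf4a, named after its values were seen (Runx3 odds ratio 0.0933, adjusted exact p = 0.0108; Brn3a adjusted exact p = 0.198). Among glial and neural crest genes 4 of 20 had a Runx3-list and 1 of 20 a Brn3a-list promoter peak (adjusted exact p = 0.257 and 0.198), and among endothelial, mesenchymal and erythroid genes 4 of 22 and 2 of 22 (adjusted p = 0.198 and 0.355). The RUNX family and its cofactors had Brn3a-list promoter peaks at 7 of 11 genes (odds ratio 6.75, adjusted exact p = 0.0108) and Runx3-list peaks at 8 of 11, including Runx1 and Cbfb, the common RUNX partner (odds ratio 4.74, adjusted p = 0.0609). Proprioceptor genes had Runx3-list promoter peaks at 7 of 18 genes (adjusted exact p = 0.863) and Brn3a-list peaks at 8 of 18 (adjusted p = 0.0609). Low-threshold mechanoreceptor, nociceptor and thermoceptor, pan-neuronal, axon guidance and adhesion, ion channel and synaptic, and Hox genes did not pass for either factor (adjusted p from 0.0671 to 1). With the wider peaks alone, the Runx3 calls of sensory neuron TFs, mitochondrial respiration and immune genes were lost (adjusted exact p = 0.0813, 0.0675 and 0.0894), and with wider promoters those of immune and of muscle and liver genes (both adjusted p = 0.0943). Wider promoters added calls of pan-neuronal, axon guidance and adhesion and proprioceptor genes for Brn3a (odds ratios 3.16, 2.48 and 4.97, adjusted exact p = 0.0309, 0.0188 and 0.00478) and of the RUNX family for Runx3 (7.10, adjusted p = 0.0186). Without the peaks around Runx3, the Brn3a call of the RUNX family was lost (adjusted exact p = 0.0541).

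Distal peaks were then compared by the domains of the gene lists. The domains of 9 lists held more Runx3-list peaks and those of 8 lists more Brn3a-list peaks than random lists of genes with domains of the same length, and none held fewer by the same test. The highest multiples were those of the RUNX family and cofactors, with 205 Runx3-list and 450 Brn3a-list peaks, 5.37 and 5.84 times the random mean (both adjusted permutation p = 0.00128). Without the peaks around Runx3 they were 3.56 and 2.94 (both adjusted permutation p = 0.0016). Tle3 had 50 Runx3-list and 80 Brn3a-list peaks in its domain, Runx1, the RUNX factor of nociceptors, had 40 and 45, and Runx1t1 had 10 and 43. Hox genes had multiples of 3.16 and 2.77 (adjusted permutation p = 0.0064 and 0.00693), and sensory neuron TFs had 2.20 and 2.70 (both adjusted p = 0.00128). Since Hox genes lie in clusters, their test treats neighbours as independent genes, and its p-values can be too small. Of the 33 sensory neuron TFs, 29 had a co-bound region, with 16 at Sox11, 15 at Ebf1, 11 each at Sox4 and Myt1l, 10 at Klf7, 9 at Pou4f1 and 8 at Isl1. In other lists the counts went from 6 of 37 immune genes to 17 of 18 proprioceptor genes, with 28 of 39 for ion channel and synaptic genes. These counts were not tested and not matched on domain length. The domains measured 1872 kb at Sox11 and 1097 kb at Ebf1.

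Among the classes of sensory neurons, proprioceptor genes had 2.67 times the random mean of Runx3-list peaks (adjusted permutation p = 0.00213) and 3.50 times that of Brn3a-list peaks (adjusted p = 0.00128). Since Runx3 is a member, the values without the peaks around it were 1.60 (adjusted permutation p = 0.126) and 1.73 (adjusted p = 0.0352). Ntrk3 had 13 Runx3-list and 24 Brn3a-list peaks, Etv1 9 and 13 and Kirrel3 11 and 36, where genes with domains of similar length had 5.84 and 12.3 on average, so that Etv1 was near the average for Brn3a. Piezo2 had 6 and 18, against 5.69 and 9.84, and was near it for Runx3, and Fxyd7 had no Runx3-list and 1 Brn3a-list peak. Low-threshold mechanoreceptor genes had multiples of 2.29 and 2.18 (adjusted permutation p = 0.0056 and 0.00693), with 28 and 26 peaks at Ntrk2, 22 and 36 at Maf and 19 and 36 at Gfra1, a GDNF co-receptor. Nociceptor and thermoceptor genes had 1.99 and 1.85 (adjusted permutation p = 0.0392 and 0.0486), and without Runx1, which had more peaks than any other member, 1.22 and 1.38 (adjusted p = 0.706 and 0.405). Pan-neuronal genes had 2.08 and 2.09 (adjusted permutation p = 0.0128 and 0.0183), led by Rbfox3, Ncam1 and Gap43. Axon guidance and adhesion genes had 1.69 and 1.71 (adjusted permutation p = 0.00693 and 0.0056), led by Plxna2 and Plxna1 for Runx3 and by Plxna2 and Robo1 for Brn3a.

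Translation genes passed for Runx3, at 2.34 times the random mean (adjusted permutation p = 0.0151), against 1.53 for Brn3a (adjusted p = 0.177), which passed in the wider peaks (2.12, adjusted p = 0.0478). They held 71 distal Runx3-list peaks. Rplp1 had 31 and Rpl14 15 Runx3-list peaks in their domains, promoter peaks included, and without Rplp1 the multiple was 1.59 (adjusted permutation p = 0.206). Rplp1 lies near Tle3 on chromosome 9, so peaks between them can count for both genes. Glial and neural crest, immune, endothelial, muscle and liver, cell cycle, mitochondrial respiration, and ion channel and synaptic genes did not pass for either factor, with multiples from 0.531 to 1.67 and adjusted p from 0.109 to 0.949. Sox9, a glial TF, had 39 Runx3-list and 30 Brn3a-list peaks, while immune genes had at most 9 and 27, at Ptprc. A test of the ratio of Runx3-list to Brn3a-list distal peaks found no list that differed between the factors (lowest adjusted p 0.623 over 16 lists). With domains of at most 100 kb the Runx3 calls of low-threshold mechanoreceptor, pan-neuronal, axon guidance and translation genes were lost (adjusted permutation p = 0.121, 0.0561, 0.0994 and 0.121), as was the Brn3a call of axon guidance genes (adjusted p = 0.0672). With a binomial test on the share of the genome the Runx3 call of axon guidance genes was lost (adjusted p = 0.383), while glial and neural crest and immune genes were called above the expected number for both factors, cell cycle and translation genes above it for Brn3a, and mitochondrial respiration genes below it for both (0.499 and 0.676 times). In the wider peaks mitochondrial respiration genes held fewer Runx3-list peaks than random lists (0.235 times, adjusted permutation p = 0.0434).

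**Figure D2:**
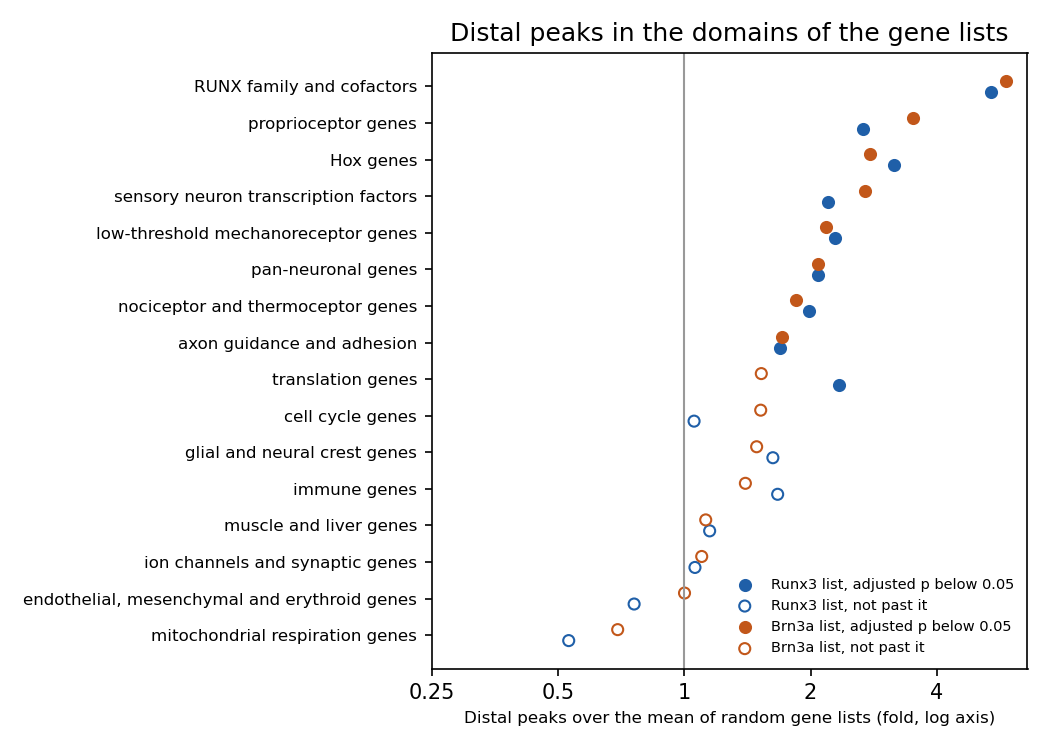
Number of distal peaks in the domains of each gene list (y axis) over the mean of 10000 random lists (x axis, fold on a log scale), for the Runx3 list (blue) and the Brn3a list (orange), with filled circles for adjusted p below 0.05. The RUNX family and cofactors lie highest, at 5.37 and 5.84, and mitochondrial respiration genes lowest, at 0.531 and 0.694.

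Over all genes, Runx3 itself had the most peaks of both factors, 76 Runx3-list and 231 Brn3a-list peaks, of which 2 and 2 lay outside a dense block around the gene. The block spanned 134946041 to 135173955 on chromosome 4, from intergenic DNA into the Runx3 gene, and the embryos carry further copies of the Runx3 locus on the BAC transgene. It held 74 Runx3-list peaks, or 32.5 per 100 kb against 0.947 in the rest of the genome, and 229 Brn3a-list peaks, or 100.5 per 100 kb against 1.20. Within 200 kb to either side the densities were 4 and 2.5 per 100 kb. The neighbouring genes Syf2 and Clic4, whose domains share the block, had 51 and 26 Runx3-list peaks and 149 and 76 Brn3a-list peaks. Leaving out the block changed the odds ratio of promoters to 2.93 and the co-bound multiple of chance to 60.6. Outside the block, Tle3 (50 Runx3-list peaks), Zfp608 (45) and Auts2 (43) led the Runx3 list, and Zfp608 (91 Brn3a-list peaks), Tle3 (80) and Auts2 (75) the Brn3a list. They were followed for Runx3 by Gm26897 and Runx1 with 40 peaks each and by Ezh2, Pdia4 and Sox9 with 39 each. Ezh2 and Pdia4 share 1 cluster of 38 peaks that lies between them. For Brn3a they were followed by Mgmt with 72 peaks, Galnt17 with 70 and Ebf1 with 62. The domains of Galnt17 and Auts2 overlap, and peaks in the overlap count for both.

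**Figure D3:**
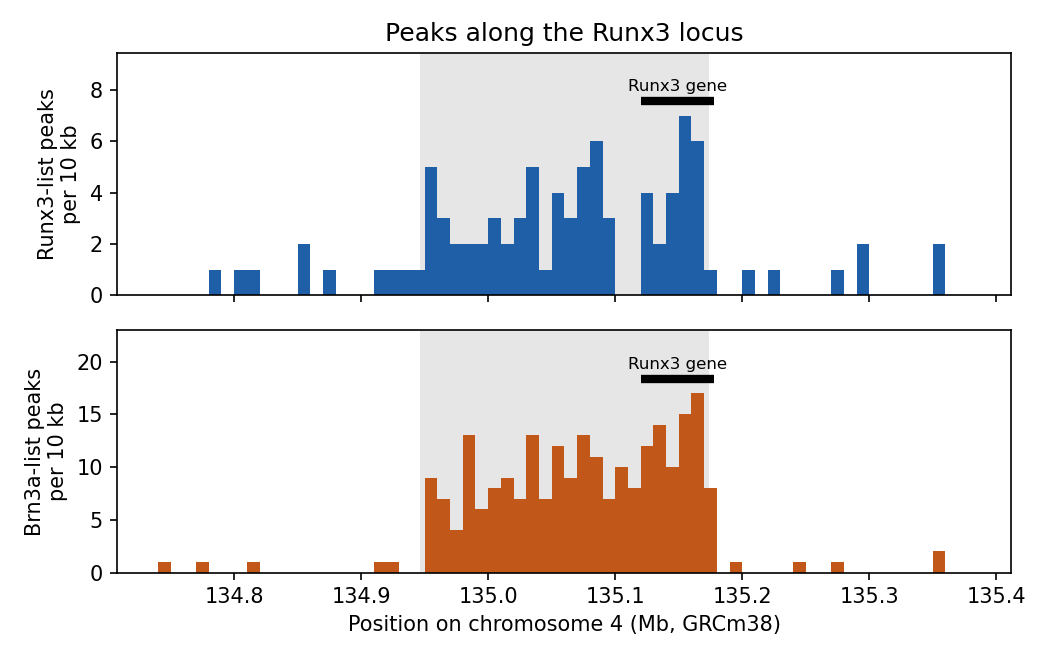
Peaks of the Runx3 list (top) and the Brn3a list (bottom) per 10 kb (y axis) along chromosome 4 (x axis, Mb, GRCm38), with the dense block shaded grey and the Runx3 gene as a black bar. The block held 74 Runx3-list and 229 Brn3a-list peaks.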

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

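No test was made in this part, whose values are counts of peaks. On the mitochondrial genome, which the comparisons above left out, the Runx3 list held 2 peaks, from 1 to 9424 and from 9502 to 16299, that together covered 16222 bases. The Brn3a list held none there, and the serum library was not analysed here.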

How the results depend on the processing

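The exclusion of the block around Runx3 and the word TGYGGY were chosen after the data were seen. Of 180 alternative values of the main comparisons, 138 kept their direction, side of the threshold or interval, 26 moved, 7 passed the threshold that the main value had not, 6 fell short of it and 3 turned direction. Among values outside the main comparisons, which include the peak counts of named genes, 534 moved and 754 stayed the same. Counts and ranks of named genes therefore depend on the domain rule and on the peaks used. Causes were not tested unless stated. Promoter shares of the Runx3 and Brn3a lists followed the width of the window by construction, at 36.9% and 17.8% for 2500 bp either side, 29.0% and 12.1% for 1000 bp upstream to 100 bp downstream, 28.6% and 11.7% with 1 TSS per gene, and 38.5% and 19.3% with TSSs of all biotypes; in the wider peaks they were 38.7% and 15.1%. The promoter odds ratio stayed between 2.62 and 3.55. Co-bound shares were 31.8% and 24.9% with at least 50% of the shorter peak shared, 31.6% and 24.8% for centres within 150 bp, 33.7% and 26.4% for peaks set to 300 bp, and 35.0% and 27.5% in the wider peaks. By location they were 31.9% and 58.0% at promoters and, for Brn3a, 20.2% at distal sites. The ratio of TTAATGA in the Runx3 list was 1.36 for TTAATGAG, 1.09 against flanks 10 kb away, 1.14 in 200 bp around the centre, 1.52 at distal peaks and 2.58 against scrambled words, all past the threshold, and 0.252 at promoters, below the flanks. At promoters TGYGGT in the Brn3a list turned to 0.712 and TTAATGA in the Brn3a list to 0.816, and against scrambled words TGYGGT in the Brn3a list was 1.20, short of the threshold. With promoters of 2500 bp either side, 5 lists of genes passed for Brn3a, among them proprioceptor genes (odds ratio 4.97), and the RUNX family passed for Runx3 (odds ratio 7.10). In the wider peaks, which are fewer, 3 lists passed for Runx3, and sensory neuron TFs (odds ratio 2.38) did not. Without the block 1 list passed for Brn3a at promoters, and the RUNX family (odds ratio 4.63) did not. For distal peaks, the binomial test, which treats peaks as independent, called 13 lists for Brn3a. With a reach of 100 kb 5 lists passed for Runx3, and low-threshold mechanoreceptor genes (1.77) did not. Proprioceptor genes fell short for Runx3 without the gene with most peaks, Runx3 (1.64), and without the block (1.60). No paired analysis was possible because the lists pool their replicates and give no value per library. Leaving out each replicate and the H3K27Ac alternatives were not run for that reason and because no H3K27Ac regions were used here. The unknown depth limits what an absent peak shows.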

Other observations

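The gene families, the small RNA genes, the chromosome X counts, the repeated cluster on chromosome 6, the edges and Brn3a motif share of the block, and the words within 200 bp of shared regions were tested only after the results were seen. Families of genes sharing the opening letters of their symbols were compared in the same way as the lists (141 families). Olfactory receptor genes had almost no peaks, with promoter peaks at 4 of 1134 genes for Runx3 and 22 of 1134 for Brn3a (odds ratios 0.00578 and 0.0716, adjusted exact p = 1.21e-215 and 9.96e-82) and distal peaks at 0.106 and 0.236 times the random mean (both adjusted permutation p = 0.00353). Vomeronasal receptor genes had promoter peaks at 1 and 5 of 330 genes. How well reads map to these repeated families was not examined. At the other end stood Runx3-list promoter peaks at 24 of 30 Med genes, which encode Mediator subunits (adjusted exact p = 2.46e-05), 44 of 67 Hist genes, which encode histones (adjusted p = 2.46e-05), and 206 of 394 Zfp genes (52.3%, adjusted p = 1.41e-09). The ratio of Runx3-list to Brn3a-list distal peaks differed from that of random lists in 4 families, and was lower for Olfr, the olfactory receptor genes (-1.14 on the log2 scale, adjusted permutation p = 0.0282), and for Mfsd genes (-2.51, adjusted p = 0.0282) and higher for Rhox (2.98, adjusted p = 0.0282) and Mup genes (1.29, adjusted p = 0.0494), the last 2 resting on 10 against 1 and on 4 against 2 peaks and the Mfsd ratio on 3 against 24. Distal Runx3-list peaks were frequent around Sox genes, at 2.47 times the random mean (adjusted permutation p = 0.0113), against 1.89 for Brn3a (adjusted p = 0.113), and distal Brn3a-list peaks around Krt genes, which encode keratins, at 2.66 times (adjusted p = 0.00353), against 1.41 for Runx3 (adjusted p = 0.642). No other family was above the random mean by this test. For families of neighbouring genes, such as Krt and Olfr, its p-values can be too small.

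Transfer RNA genes lay within 200 bp of 30 Runx3-list and 15 Brn3a-list peaks, where 100 redraws gave 1.66 and 2.34 on average and at most 7 and 8. MicroRNA genes lay near 25 Runx3-list and 35 Brn3a-list peaks, where redraws gave 5.64 and 7.29 on average and at most 10 and 14. Small nuclear RNA genes lay near 22 Runx3-list peaks (redraws at most 11) but near only 9 Brn3a-list peaks (at most 12). Small nucleolar RNA genes lay near 13 and 10 (at most 16 and 17), within the redraws. The redraws were uniform and not matched on promoters, which both lists favour. They therefore cannot tell an excess at small RNA genes from that preference. Chromosome X held 1.88 Runx3-list and 2.43 Brn3a-list peaks per Mb, against 10.4 and 13.2 on the autosomes. A Runx3-list promoter peak was found at 18.8% of its 948 genes against 37.1% on autosomes (odds ratio 0.391, exact p = 2.5e-33). For Brn3a these shares were 11.2% and 21.2% (odds ratio 0.467, exact p = 2.46e-15). The sex of the embryos and how well reads map to chromosome X were not examined. The lower counts therefore do not show that the factors avoid it. Between Ezh2 and Pdia4 on chromosome 6, from 47651166 to 47788513, lay 38 Runx3-list peaks and 1 Brn3a-list peak in intergenic DNA. Of the 38, 36 shared a word of 16 bases with another, and the 17 with the commonest word lay a median of 4.34 kb apart. RBS words were present in 92.1% of the 38, against 65.3% of all distal Runx3-list peaks. Peaks that share sequence are not independent, and this difference was not tested.

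Peaks were dense in both lists in a block at the Runx3 gene. Under a true cluster of sites the Runx3-list peaks of the block would hold TGYGGY at least as often as distal peaks of the same width, and 66.2% did, against 75.9% on average (95% range 66.2% to 85.1%), which leaves this open. The Brn3a-list peaks of the block had the V$BRNF motif of the authors' deposited table in 24.0%, against 77.6% (72.9% to 82.1%) of width-matched distal peaks, so extra copies of the segment carried by the BAC transgene, which raise any background there, may account for part of the block. The edges decide nothing: the first rule tried, a run of peaks with no gap over 10 kb, gave ends 165.7 kb apart between the lists, against the transgene, and a rule of segments of even density that replaced it after that result gave 8.15 kb. The first rule breaks where peaks are sparser, with 2.84 such gaps by chance in the Runx3 list and 0.00987 in the Brn3a list, and the copy number was not measured here.

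Promoter peaks held the factors' words less often than distal peaks did. For Brn3a, TTAATGA relative to the median scrambled word was 3.74 at promoters (permutation p = 0.0143) and 3.78 at distal peaks. Against the flanks it was 0.816 at promoters, where the median scrambled word fell to 0.218. TTAATGA also stood above scrambled words in Runx3-list promoter peaks (1.74, permutation p = 0.0286), though by less. An excess seen with either antibody does not by itself tell site-directed binding from cleavage of open chromatin without the factor's own site. For Runx3, TGYGGT stood at 1.61 at promoters (interval 1.54 to 1.69, permutation p = 0.05) and at 3.04 at distal peaks (2.95 to 3.13). These intervals cover the word's own counts and not the spread of the 59 scrambled words, of which 2 reached its ratio at promoters. Within that limit, binding through the word to the same degree as at distal peaks is argued against. Whether the Runx3-list promoter peaks without a word reflect open chromatin cannot be told apart from other recruitment, since no accessibility data or serum peaks were used here.

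The lists shared many positions. A preference of both for promoters does not account for this, since the co-bound number stayed 24.5 times the chance value when positions were redrawn within promoters or distal DNA, and neither does the transgene's segment, without which it was 60.6 times. At distal sites, shared Brn3a-list peaks had TGYGGT with an odds ratio of 2.71 and shared Runx3-list peaks had TTAATGA with an odds ratio of 2.50 against the others, while each list's own word was less frequent in its shared peaks in the same windows (odds ratios 0.431 for TGYGGT and 0.765 for TTAATGA). Shared peaks overlap a peak of the other list, which is rich in that factor's word, so the higher odds can follow from the overlap alone. They do not decide whether each factor has its own site in shared regions. Both words were found within 200 bp in 3.14% of the shared distal Runx3-list peaks and 1.93% of the others. Neither of the looser words TGYGGY and TAATGA was found in 35.7% of the shared and 24.8% of the other distal Runx3-list peaks. For distal Brn3a-list peaks the order was reversed, at 38.7% and 53.6%. Fragments cleaved near open chromatin by either antibody remain an open explanation, as untested.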
